# Deletion of lysophosphatidylcholine acyltransferase 3 in myeloid cells worsens hepatic steatosis after a high-fat diet

**DOI:** 10.1194/jlr.RA120000737

**Published:** 2020-12-17

**Authors:** Thibaut Bourgeois, Antoine Jalil, Charles Thomas, Charlène Magnani, Naig Le Guern, Thomas Gautier, Jean-Paul Pais de Barros, Victoria Bergas, Hélène Choubley, Loïc Mazzeo, Louise Menegaut, Lorène Josiane Lebrun, Kévin Van Dongen, Marion Xolin, Tony Jourdan, Chloé Buch, Jérome Labbé, Philippe Saas, Laurent Lagrost, David Masson, Jacques Grober

**Keywords:** phospholipid, arachidonic acid, macrophages, atherosclerosis, steatosis, lysophosphatidylcholine acyltransferase 3 (LPCAT3), lipid metabolism, obesity, inflammation, insulin resistance, AA, arachidonic acid, LPCAT3, lysophosphatidylcholine acyltransferase 3, LPLAT, lyso-PL-acyltransferase, LPS, lipopolysaccharide, LXR, liver X receptor, PC, phosphatidylcholine, PL, phosphatidylinositol, pPE, plasmalogen, PS, phosphatidylserine

## Abstract

Recent studies have highlighted an important role for lysophosphatidylcholine acyltransferase 3 (LPCAT3) in controlling the PUFA composition of cell membranes in the liver and intestine. In these organs, LPCAT3 critically supports cell-membrane-associated processes such as lipid absorption or lipoprotein secretion. However, the role of LPCAT3 in macrophages remains controversial. Here, we investigated LPCAT3's role in macrophages both in vitro and in vivo in mice with atherosclerosis and obesity. To accomplish this, we used the *LysMCre* strategy to develop a mouse model with conditional *Lpcat3* deficiency in myeloid cells (*Lpcat3KO*^*Mac*^). We observed that partial *Lpcat3* deficiency (approximately 75% reduction) in macrophages alters the PUFA composition of all phospholipid (PL) subclasses, including phosphatidylinositols and phosphatidylserines. A reduced incorporation of C20 PUFAs (mainly arachidonic acid [AA]) into PLs was associated with a redistribution of these FAs toward other cellular lipids such as cholesteryl esters. *Lpcat3* deficiency had no obvious impact on macrophage inflammatory response or endoplasmic reticulum (ER) stress; however, *Lpcat3KO*^*Mac*^ macrophages exhibited a reduction in cholesterol efflux in vitro. In vivo, myeloid *Lpcat3* deficiency did not affect atherosclerosis development in LDL receptor deficient mouse (*Ldlr*^*−/−*^) mice. *Lpcat3KO*^*Mac*^ mice on a high-fat diet displayed a mild increase in hepatic steatosis associated with alterations in several liver metabolic pathways and in liver eicosanoid composition. We conclude that alterations in AA metabolism along with myeloid *Lpcat3* deficiency may secondarily affect AA homeostasis in the whole liver, leading to metabolic disorders and triglyceride accumulation.

Phospholipids (PLs) are continuously remodeled in a succession of deacylation and reacylation reactions called the Lands cycle (1). Turnover of fatty acids (FAs) at sn-2 position of PLs is mediated by the opposite actions of phospholipases A2 and lyso-PL-acyltransferases (LPLATs). Each LPLAT action is tissue- and substrate-dependent (2, 3). One of these enzymes, the lysophosphatidylcholine acyltransferase 3 (LPCAT3), is highly expressed in the liver and the intestine but also in macrophages (4, 5, 6). It has been shown that LPCAT3 promotes the insertion of polyunsaturated fatty acid (PUFAs), mainly arachidonic acid (AA), at the sn-2 position of cellular PLs (5, 6). LPCAT3 expression is dynamically regulated by nuclear receptors such as liver X receptors (LXRs) and peroxisome proliferator-activated receptors (PPARs) (4, 7, 8). Deletion of LPCAT3 decreases the abundance of PUFAs within PLs leading to alterations of the physicochemical properties of cell membranes. In mouse models, *Lpcat3* deletion is associated with alterations of several membrane-associated processes such as lipoprotein assembly and secretion by hepatocytes (5, 6), dietary lipid absorption (5, 6, 9), and SREBP1c cleavage (10). An acute inhibition of *Lpcat3* was shown to promote ER stress and inflammation in the liver (8), whereas it was not observed in *Lpcat3*^*−/−*^ mice. In the mouse, constitutive *Lpcat3* deficiency is lethal few days after birth probably due to the malabsorption of dietary lipids (5, 9, 11). While these studies focused mainly on the liver and intestine, the impact of LPCAT3 on macrophage functions is more controversial. While acute *Lpcat3* inhibition in murine peritoneal macrophages was shown to potentiate the inflammatory response to lipopolysaccharides (LPSs) (4), siRNA-mediated knockdown of *LPCAT3* in human primary macrophages did not affect the overall inflammatory response but decreased eicosanoid secretion, probably due to a depletion of AA in membrane phospholipids (8). Phenotypic analysis of *Lpcat3*-deficient mouse macrophages also revealed some discrepancies between the studies. Indeed, a complete *Lpcat3* deficiency in fetal liver-derived macrophages did not affect the inflammatory response or ER stress but was shown to affect eicosanoid secretion and cholesterol homeostasis (12). The latter point was associated with an inhibition of cholesterol efflux pathways. In contrast, in bone-marrow-derived macrophages (BMDMs) from *Lpcat3*-^Flox^/LysM-Cre mice presenting with a 20% residual *Lpcat3* activity, it was observed an increase in *Il1b* mRNA levels and IL-6 and TNF-α secretion following LPS stimulation while some markers of ER stress were significantly decreased (13). Finally, in a study using the same *Lpcat3*-^Flox^/LysM-Cre mouse model, *Lpcat3* deficiency did not affect *Il1b* mRNA levels and significantly reduced *Cox2* mRNA levels following LPS stimulation (14). To clarify the function of LPCAT3 in macrophages in vitro and in vivo, we generated a mouse model with a conditional *Lpcat3* deficiency in myeloid cells (*Lpcat3KO*^*Mac*^ mice) presenting with an 80% reduction of *Lpcat3* expression in macrophages. Moreover, we investigated the impact of macrophage *Lpcat3* deficiency in mouse models of atherosclerosis and obesity/hepatic steatosis. Here, we showed that a partial deletion of *Lpcat3* in macrophages significantly affects the FA composition of all phospholipid subclasses as well as the distribution of AA within the cellular lipids, but did not alter the inflammatory response in vivo or in vitro. While *Lpcat3* macrophage deficiency did not affect atherosclerosis development, *Lpcat3KO*^*Mac*^ mice presented with a mild increase in hepatic steatosis under a high-fat diet (HFD) that was associated with alterations of several metabolic pathways and liver eicosanoid composition.

## Materials and methods

### Generation of myeloid-cell-specific *Lpcat3*-deficient mice

*Lpcat3*^*fl/fl*^ mice (12) were crossed with *LysM*^*Cre/+*^ transgenic mice to obtain *Lpcat3*^*fl/fl*^*/LysM*^*Cre/+*^ (*Lpcat3KO*^*Mac*^) and *Lpcat3*^*fl/fl*^*/LysM*^*+/+*^ littermate (WT). We used male and female mice on a C57BL/6N background. All animal procedures were performed in accordance with institutional guidelines and approved by the University of Burgundy's Ethics Committee on the Use of Laboratory Animals (protocol number 8381). At the age of 8–12 weeks old, mice were either maintained on a chow diet (CD) (A3, Safe) or fed an HFD for 16 weeks (60% fat diet, D12492, Ssniff) or a western diet for 12 weeks (TD88137, Harlan Teklad).

### Bone marrow transplantation

Eight-week-old *Ldlr*^*−/−*^ mice were lethally irradiated with 1,000 rads (10 Gy) before transplantation. Recipient mice were injected with about 2 × 10^6^ bone-marrow-derived monocytes through the tail vein. Recipient *Ldlr*^*−/−*^ mice were given acidified water (pH 4.5) containing enrofloxacin 0.25% for 2 weeks after transplantation.

### Atherosclerosis study

All experiments were performed according to already published protocols (12).

### In vivo metabolic tests

Glucose (2 g/kg, oral administration), pyruvate (2 g/kg, i.p.), and insulin (0.4–0.8 U/kg, i.p.) tolerance tests were performed after a 6-h fast (OGTT, ITT) or overnight fast (PTT). Glycemia is measured with glucometer (Accu-Chek Performa).

### LPS treatment

LPSs from *Escherichia coli* 055:B5 (L2880, Sigma) were solubilized in saline 0.9% and injected i.p. in mice at 1 mg/kg. Treatment of culture cells was performed at a concentration of 100 ng/ml.

### BMDM preparation

Anesthetized mice were euthanized by cervical dislocation. Bone marrow in femur and tibia was flushed, and 300,000 bone marrow cells were implanted in 12-well plates. Cells were treated during 5–7 days with human M-CSF (130-096-492, Miltenyi) until full macrophage differentiation.

### Isolation of Kupffer cells and primary hepatocytes

Mice were anesthetized, and a two-step collagenase perfusion of the liver was performed as previously described (15). Digested livers were centrifugated (30 *g*, 3 min, 4°C). Briefly, cell pellets containing primary hepatocytes were washed and divided for mRNA analysis and metabolic activity assay (Substrate palmitate-BSA FAO Seahorse XF, Agilent) on SeaHorse XFe96 Analyzer (Agilent). Primary hepatocytes were plated in FAO Assay Buffer according to manufacturer protocol (Krebs Henseleit Buffer: 111 mM NaCl, 4.7 mM KCl, 1.25 mM CaCl_2_, 2 mM MgSO_4_, 1.2 mM NaH_2_PO_4_, 2.5 mM glucose, 0.5 mM carnitine, and 5 mM HEPES) and were treated with control BSA or 0.17 mM palmitate:BSA (6:1 ratio) prior to the XF assay being initiated (t = 0). Oxygen consumption rate was measured in basal conditions and after injections of oligomycin, FCCP, and Rotenone/Antimycin A. Supernatants containing Kupffer cells were used for cell sorting using MACS (Anti-F4/80 MicroBeads UltraPure, mouse, Miltenyi) and analyzed by RNA sequencing (Genewiz, Germany, GEO number: GSE146004).

### Lipidomic analyses

Phosphatidylcholine, phosphatidylethanolamine, cholesterol, and FA analyses were performed at the lipidomic platform of Dijon (France) according to protocols already published (12). Phosphatidylinositols and phosphatidylserines were analyzed by LCMS/MS using the same chromatographic conditions as previously described (12). Acquisition was performed on an Agilent 6460 QqQ mass spectrometer in negative selected reaction monitoring ion mode (source temperature 325°C, nebulizer gas flow rate 10 L/min, sheath gas flow 11 L/min, temperature 300°C, capillary 3500 V, nozzle 1000 V). Fragmentor was set up at 172 V and 150 V for phosphatidylinositols and phosphatidylserines, respectively. Collision energy was set up at 50 V and 19 V for phosphatidylinositols and phosphatidylserines, respectively. Each glycerophospholipid was semiquantitated by calculating their response ratio with regard to their respective internal standard.

### Biochemical analyses

Plasma insulin and GLP-1 were measured with ELISA kit (STELLUX® Chemiluminescent Rodent Insulin ELISA ALPCO and EZGLP1T-36K, Millipore, respectively). Triglycerides (TGs), cholesterol, and free fatty acid (FFA) concentrations were measured by enzymatic methods (Triglycerides FS, Cholesterol FS, NEFA FS, Diasys). Cytokines were measured with a Milliplex MAP 5-Plex Kit using mouse cytokine/chemokine magnetic bead panel (MCYTOMAG-70K, Millipore), according to the manufacturer's protocol, and using a LuminexR apparatus (Bio-Plex 200, Bio-Rad).

### Cholesterol efflux

Cholesterol efflux experiments were performed according to published protocol (12).

### Real-time quantitative PCR

Tissues were immediately frozen in liquid nitrogen and stored at –80°C. Cell culture lysates were directly stored at –80°C. Total RNA was isolated using RNeasy Mini Kit (74106, Qiagen) and quantified by spectrophotometer (Nanodrop 1000, Thermo Scientific). In total, 100–1000 ng RNA was reverse transcribed using High-Capacity cDNA Reverse Transcription Kit (Multiscribe® reverse transcriptase, 4368813, Applied Biosystems), and quantitative PCR were performed using StepOnePlus (Real-Time PCR System, Applied Biosystems) and SYBRGreen® (4367659, Applied Biosystems) technologies. The mRNA levels were normalized with housekeeping gene *Rplp0* and expressed as relative expression using the 2^*−*ΔΔCt^ method.

### Statistical analyses

Data are presented as mean ± SEM. Statistical analyses were performed using GraphPad Prism. To decide whether to use parametric or nonparametric statistics, the normality of distributions was assessed with the Shapiro-Wilk test (under n = 7, distributions were considered to be nonnormal). Statistical significance of differences between two groups was evaluated with the Mann-Whitney U test or the Student's *t*-test. A value of *P* < 0.05 was considered statistically significant (NS, not significant; ∗*P* < 0.05, ∗∗*P* < 0.01, and ∗∗∗*P* < 0.001).

## Results

### Lipidomic characterization of *Lpcat3KO*^*Mac*^ cells

We generated a transgenic model of mice deficient for *Lpcat3* in myeloid cells (*Lpcat3KO*^*Mac*^ mice) by crossing *Lpcat3-Flox* mice with *LysMCre* transgenic mice (Fig. 1A). In isolated BMDMs, *Lpcat3* mRNA levels were reduced by approximately 75% in *Lpcat3KO*^*Mac*^ cells as compared with controls (*Lpcat3-Flox*) (Fig. 1B). To analyze the impact of *Lpcat3* deficiency on the lipid composition of BMDMs, we conducted a targeted lipidomic analysis of 244 molecules including major phospholipid subclasses (phosphatidylcholines [PCs], phosphatidylserines [PSs], phosphatidylethanolamines [PEs], phosphatidylinositols [PIs], plasmalogens [pPEs], total FAs, FFAs, and cholesteryl esters) (supplemental Fig. S1). By using a *P* value of 0.01 and ±0.6 log-fold changes as a cutoff, we found that the levels of 14 molecules were significantly altered in *Lpcat3KO*^*Mac*^ cells (Fig. 1C). As expected, C20:4 n-6 and C20:5 n-3 containing phospholipids were among the molecules that were significantly reduced in *Lpcat3KO*^*Mac*^ macrophages, while C22:4 containing phospholipids and C20:4 cholesteryl esters were increased. Analysis of phospholipid subclasses revealed that in addition to PCs, Pes, and pPEs (Fig. 1D–F) that were previously characterized as LPCAT3 substrates, the composition of PSs (Fig. 1G) and PIs (Fig. 1H) was also significantly affected by *Lpcat3* deficiency. C20:4 depletion in phospholipids was associated with a redistribution of AA toward cholesteryl esters (Fig. 1I), as previously observed (12). However, as compared with total *Lpcat3* deficiency (12), changes in FA composition of PLs were less pronounced in *Lpcat3KO*^*Mac*^ cells, and there was no significant increase in non-esterified FA levels (Fig. 1J) including AA and C22:4 n-6 (i.e., a direct elongation product of AA) as it was the case in *Lpcat3*^*−/−*^ macrophages (12). Nevertheless, our data demonstrate that even a partial *Lpcat3* deficiency markedly affects AA homeostasis and distribution in macrophages.

**Fig. 1:**
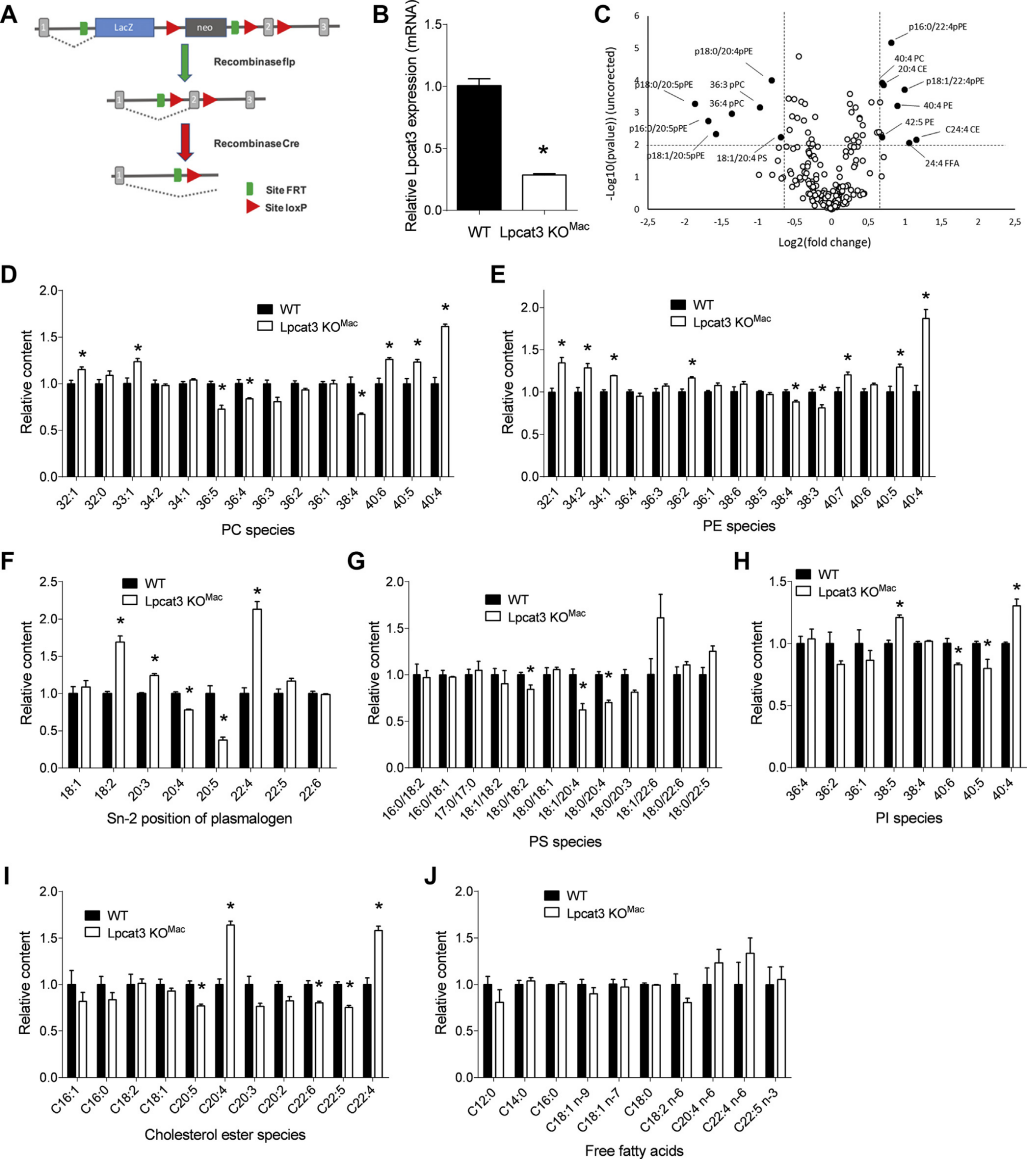
Generation of *Lpcat3KO*^*Mac*^ mice and lipidomic characterization of Lpcat3-deficient macrophages. A: *Lpcat3* targeting vector. A gene-trap LacZ cassette is located downstream of exon 2 of the *Lpcat3* gene. B: Relative *Lpcat3* mRNA levels in macrophages derived from WT and *Lpcat3KO*^*Mac*^ mice (four independent mice in each group). Data are expressed as mean ± SEM (∗*P* < 0.05 vs. WT Mann-Whitney test). C: Changes of lipidomic profile of *Lpcat3KO*^*Mac*^ versus WT macrophages (four independent mice in each group, *P* value at 0.01 and ±0.6 log-fold changes as cut off). D–J: Fatty acid composition of phosphatidylcholines (D), phosphatidylethanolamines (E), plasmalogens (F), phosphatidylserines (G), phosphatidylinositols (H), cholesterol esters (I), and free fatty acids (J) of WT and *Lpcat3KO*^*Mac*^ macrophages (n = 4 in each group). Data are expressed as mean + SEM (∗*P* < 0.05 vs. WT Mann-Whitney test).

### Inflammatory response and ER stress of *Lpcat3KO*^*Mac*^ cells

It has been suggested that LPCAT3-dependent membrane remodeling may affect ER stress (8) and inflammation (13). We evaluated the impact of *Lpcat3* deficiency on these two biological processes under both basal and stimulated conditions. Interestingly, *Lpcat3KO*^*Mac*^ macrophages presented a slight but significant decrease in the expression of ER stress markers at basal state; however, after loading of the macrophages with saturated FFAs to induce ER stress, there were no differences between the two genotypes (Fig. 2A). No differences were observed between WT and *Lpcat3KO*^*Mac*^ cells regarding inflammatory gene expression under either control, or FFA loading, or LPS-stimulated conditions (Fig. 2A, B). To evaluate the inflammatory response in vivo, WT and *Lpcat3KO*^*Mac*^ mice were challenged with LPS injection and plasma cytokines were evaluated up to 6 h after LPS injection. In accordance with our in vitro observations, we did not find any differences in cytokine secretion (Fig. 2C). Furthermore, secretion of GLP-1, which is produced by enteroendocrine cells in response to LPS, was not significantly increased in *Lpcat3KO*^*Mac*^ mice treated with LPS (Fig. 2D). Our results suggest therefore that while ER stress could be slightly reduced in *Lpcat3KO*^*Mac*^ macrophages, there is no obvious impact on acute inflammatory response in vitro and in vivo.

**Fig. 2:**
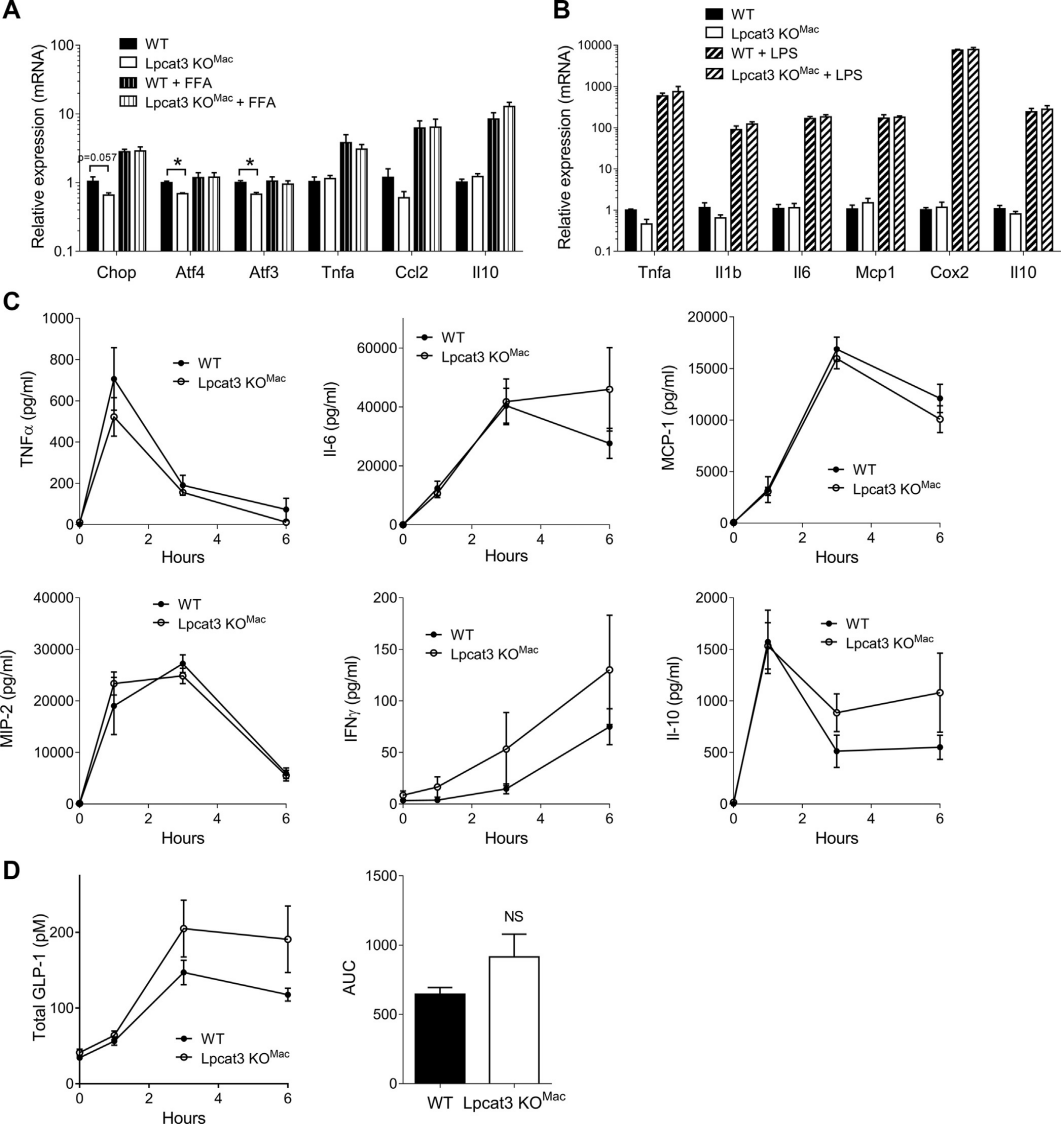
ER stress and inflammatory response in *Lpcat3KO*^*Mac*^ mice. A: Relative mRNA levels of ER stress markers or inflammatory genes in macrophages from WT and *Lpcat3KO*^*Mac*^ mice and treated or not with 200 μM free fatty acids (oleate and palmitate) (n = 4 independent mice in each group). B: Relative expression of pro- or anti-inflammatory genes in macrophages from WT and *Lpcat3KO*^*Mac*^ mice treated or not with 100 ng/ml LPS (n = 4 independent mice in each group) Data are expressed as mean + SEM. (∗*P* < 0.05 vs. WT Mann-Whitney test by treatment condition). C, D: Plasma concentration of cytokines (C) and total GLP-1 (D) in WT and *Lpcat3KO*^*Mac*^ mice treated with 1 mg/kg LPS (n = 6 and 5, respectively). Data are expressed mean ± SEM (∗*P* < 0.05 vs. WT Mann-Whitney test for AUC).

### Partial *Lpcat3* deficiency restricted to myeloid cells does not impact atherosclerosis development

Next, we wanted to address the impact of *Lpcat3* deficiency on macrophage lipid homeostasis and atherosclerosis development. Targeted transcriptomic analysis of *Lpcat3KO*^*Mac*^ BMDMs did not revealed major alterations in genes involved in FA and cholesterol metabolism at the exception of *Ap2* (*Fabp4*) that was significantly decreased in *Lpcat3KO*^*Mac*^ macrophages (Fig. 3A). Interestingly, there was a significant decrease in cholesterol efflux toward ApoA1 and HDL in *Lpcat3KO*^*Mac*^ macrophages as compared with WT cells (Fig. 3C). Since *Abca1* and *Abcg1* mRNA levels were similar in WT and *Lpcat3KO*^*Mac*^ macrophages (Fig. 3D), these data suggest that *Lpcat3* deficiency may affect cholesterol efflux by altering cell membrane lipid composition. To evaluate the impact of *Lpcat3* macrophage deficiency on atherosclerosis development, *Ldlr*^*−/−*^ mice were lethally irradiated and then transplanted with hematopoietic cells harvested from WT or *Lpcat3KO*^*Mac*^ bone marrows. After 4 weeks of recovery, the mice were fed with a Western-type diet (WTD) for 14 weeks. There was no difference in weight gain during the diet (data not shown), and the two groups of mice displayed similar plasma lipid concentrations (Fig. 3E). There was no difference in peripheral blood leukocyte counts, including monocytes, after 14 weeks of WTD (Fig. 3F). Analysis of atherosclerotic lesions after 14 weeks revealed similar lesion sizes in aortic roots in mice reconstituted with *Lpcat3KO*^*Mac*^ or WT bone marrow cells. There was also no difference in the necrotic core area (Fig. 3G, H). No difference was observed regarding atherosclerotic lesions in aortic arches (Fig. 3I).

**Fig. 3:**
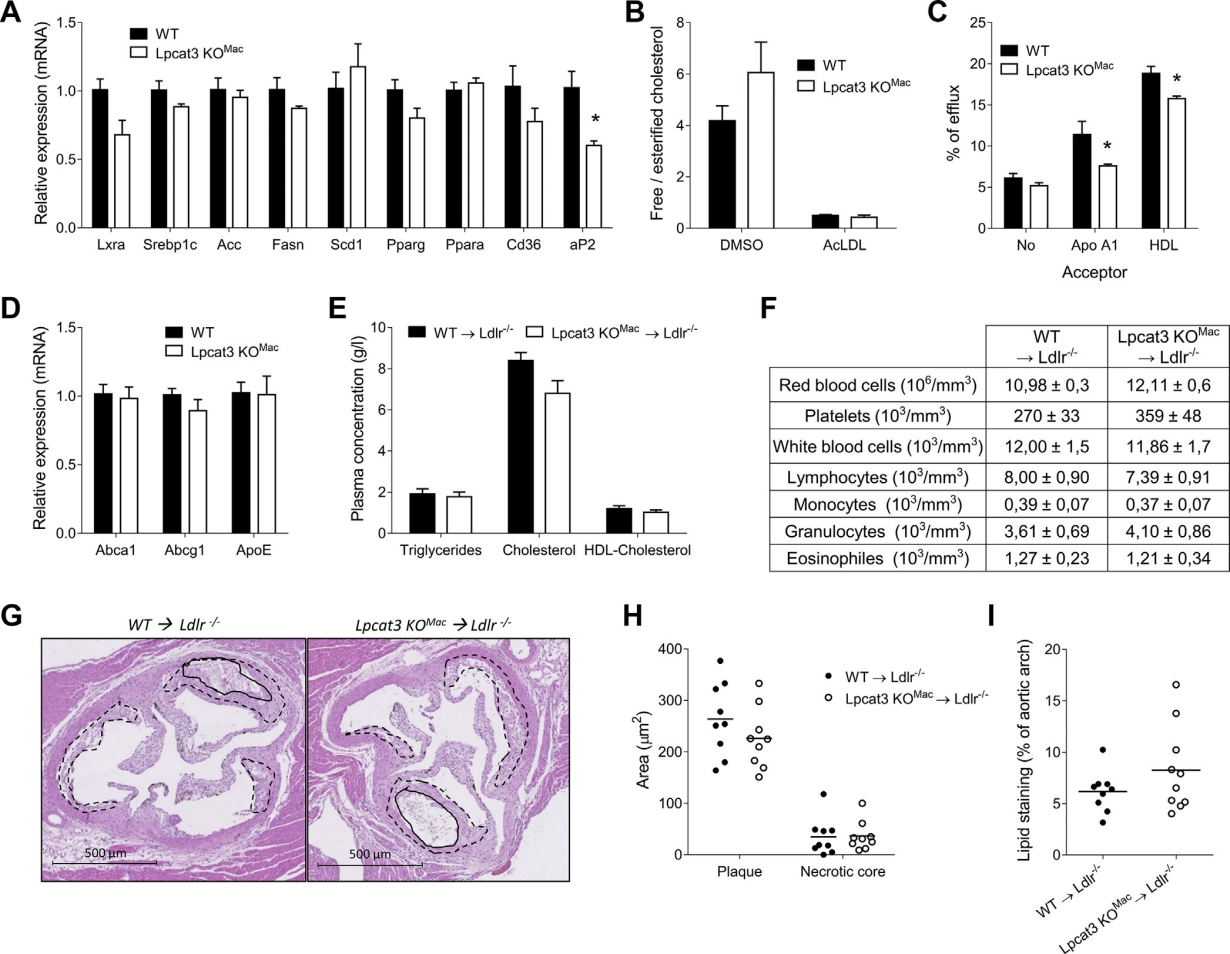
Partial *Lpcat3* deficiency restricted to myeloid cells does not induce atherosclerosis. A: Relative mRNA levels of genes involved in lipid metabolism (n = 4 vs. 4). B: Ratio of free to esterified cholesterol in WT and *Lpcat3KO*^*Mac*^ mouse-derived macrophages treated or not with acetylated LDL (n = 4 vs. 4 independent mice in each group). C: Cholesterol efflux with lipid-free ApoA-I or HDL was assessed in [3H] cholesterol-acetylated LDL loaded macrophages, n = 3 independent experiments. D: Relative mRNA levels of *Abca1*, *Abcg1* and *ApoE* (n = 9 in each group) in WT and *Lpcat3KO*^*Mac*^ mouse-derived macrophages. E: Plasma lipid parameters from recipient Ldlr^*−*/*−*^ mice transplanted with WT and *Lpcat3KO*^*Mac*^ BMDM cells at 14 weeks of Western-type diet (n = 9 in each group). F: Blood cell counts from recipient Ldlr^*−*/*−*^ mice transplanted with WT and *Lpcat3KO*^*Mac*^ bone marrow cells (n = 9 in each group). G, H: HE staining of aortic valves from *Ldlr*^*−/−*^ recipient mice fed with a Western-type diet for 14 weeks. G: Dotted line, atheroma plaque; continuous line, necrotic core area. H: Analysis of plaque and necrotic core size. I: % of Oil Red O stained area in aortic arches of Ldlr^*−*/*−*^ recipient mice fed a 12 week WTD. Values are expressed mean + SEM (∗*P* < 0.05, ∗∗*P* < 0.01 vs. WT Mann-Whitney test).

### Weight gain is not affected by a myeloid *Lpcat3* deficiency under standard diet

Obesity is another chronic inflammatory disease in which macrophages are responsible for progression of chronic inflammation and insulin resistance (16). We investigated the impact of macrophage-specific *Lpcat3* deficiency on progression of obesity. First, under a CD, we observed that *Lpcat3KO*^*Mac*^ and WT mice grow at a similar rate (Fig. 4A). No changes in fat or lean mass were observed (Fig. 4B). No differences were observed in blood fasting glucose (Fig. 4C), FFAs (Fig. 4D) or TGs, and cholesterol (Fig. 4E) between *Lpcat3KO*^*Mac*^ and WT mice. Glucose metabolism was assessed through in vivo oral glucose tolerance test (OGTT) and insulin tolerance test (ITT). As shown in Figure 4F, no differences were observed with these two different tests. According to these results, *Lpcat3KO*^*Mac*^ mice fed a CD thrive normally without obvious alterations in glucose or lipid metabolism.

**Fig. 4:**
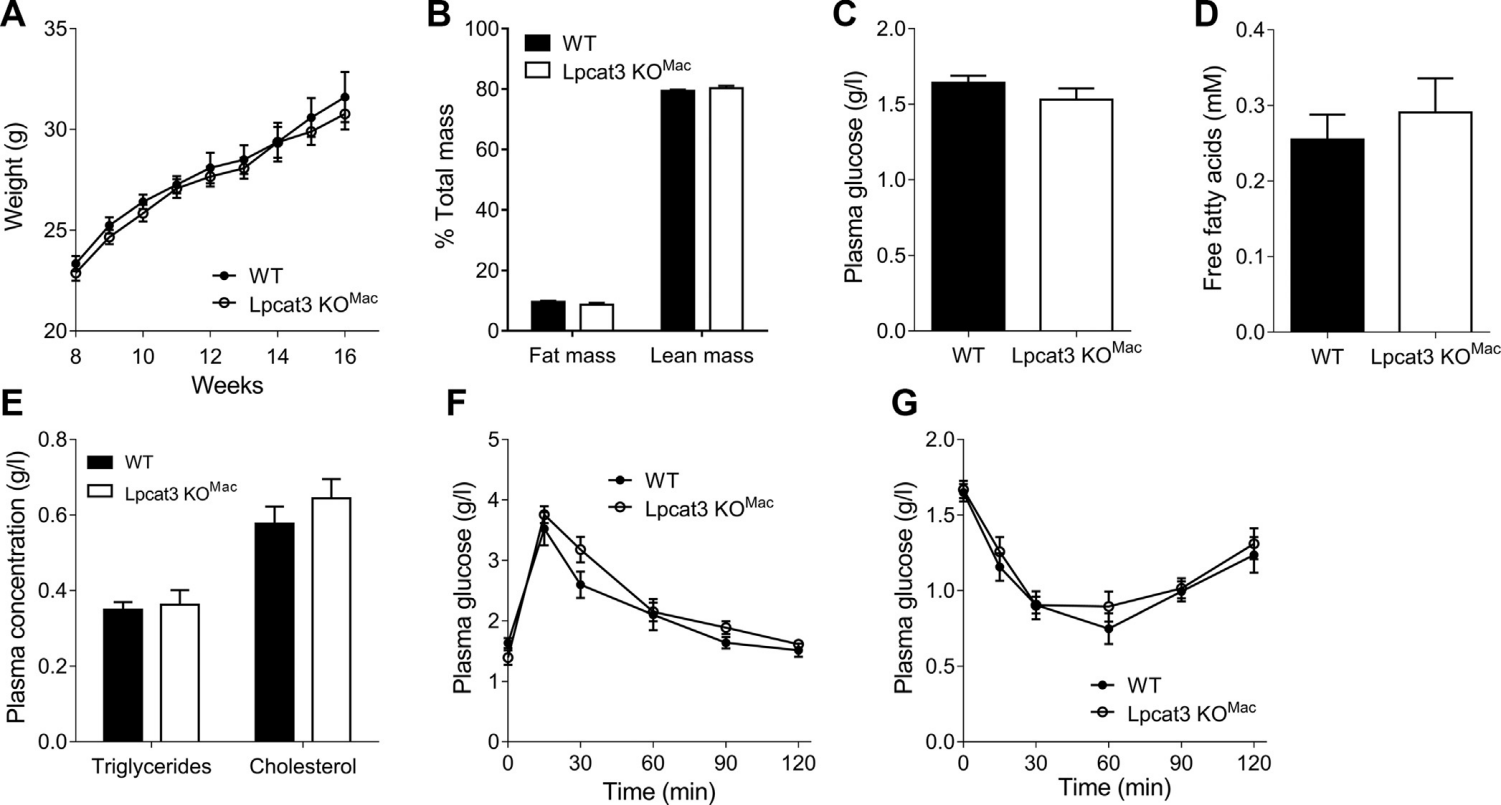
*Lpcat3KO*^*Mac*^ mice grow normally under a chow diet. A: Weight gain of mature WT and *Lpcat3KO*^*Mac*^ mice fed a chow diet (n = 7 vs. 13, respectively). B: Fat mass and lean mass of WT and *Lpcat3KO*^*Mac*^ mice after 8 weeks of chow diet (n = 7 vs. 13, respectively). C–E: Plasma glucose (C), free fatty acids (D) and triglycerides, and cholesterol (E) were assessed in 6 h fasting WT and *Lpcat3KO*^*Mac*^ mice (n = 6 in each group). F, G: Oral glucose tolerance test (F) and insulin tolerance test (G) of 6 h fasting WT and *Lpcat3KO*^*Mac*^ mice after 8 weeks of chow diet (n = 6 in each group). Data are expressed mean ± SEM (∗*P* < 0.05 vs. WT Mann-Whitney test or Mann-Whitney test for AUC).

### *Lpcat3KO*^*Mac*^ mice develop hepatic steatosis under high-fat diet

The impact of an HFD on obesity progression was then explored in *Lpcat3KO*^*Mac*^ mice. While the % of fat mass increased dramatically after 4 months of HFD, body mass and body composition (Fig. 5A, B) as well as food intake (supplemental Fig. S2A) were not different between the two genotypes (Fig. 5B). *Lpcat3* deficiency did not affect the blood parameters measured. Indeed, fasting plasma glucose (Fig. 5C), TGs, cholesterol, and FFA concentrations (Fig. 5D) were unchanged compared with WT mice. Interestingly, number of circulating monocytes was reduced in *Lpcat3KO*^*Mac*^ mice at the end of the diet, whereas it was not different at the beginning (Fig. 5E). As observed under a CD, no differences were observed with OGTT or ITT (supplemental Fig. S2B–D). Fat storage was then assessed in the adipose tissue and liver. While no difference was observed in the adipose tissue mass, adipocyte size, or expression of genes involved in adipocyte metabolism (supplemental Fig. S3), livers of *Lpcat3KO*^*Mac*^ mice displayed significant alterations. Indeed, histological sections of livers from *Lpcat3KO*^*Mac*^ mice showed higher macrovesicular steatosis as compared with WT mice (Fig. 5F). Liver lipid content was measured, and we observed a mild but significant increase of TGs in both males and females *Lpcat3KO*^*Mac*^ mice; in contrast, cholesterol content remained unchanged (Fig. 5G, H). The liver FA profile was similar in the two groups of mice, with palmitic acid (C16:0) and oleic acid (C18:1) representing the majority of the FAs (Fig. 5I). No changes in the expression of genes involved in lipid absorption, synthesis, or export were observed in the liver (Fig. 5J), whereas a pyruvate tolerance test revealed an increase in the conversion of pyruvate to glucose in *Lpcat3KO*^*Mac*^ mice compared with WT mice (Fig. 5K). FA oxidation was investigated in primary hepatocytes isolated after 16 week HFD (Fig. 5L). An increase of oxygen consumption rate (OCR) was observed in hepatocytes from WT mice following palmitate addition, whereas no changes were observed in hepatocytes from *Lpcat3KO*^*Mac*^ mice. Genes involved in the FA oxidation pathway were not significantly reduced in *Lpcat3KO*^*Mac*^ hepatocytes despite a strong trend (Fig. 5M). In conclusion, under an HFD, *Lpcat3KO*^*Mac*^ mice suffer from hepatic steatosis that seemed associated with decreased FA oxidation and increased gluconeogenesis.

**Fig. 5:**
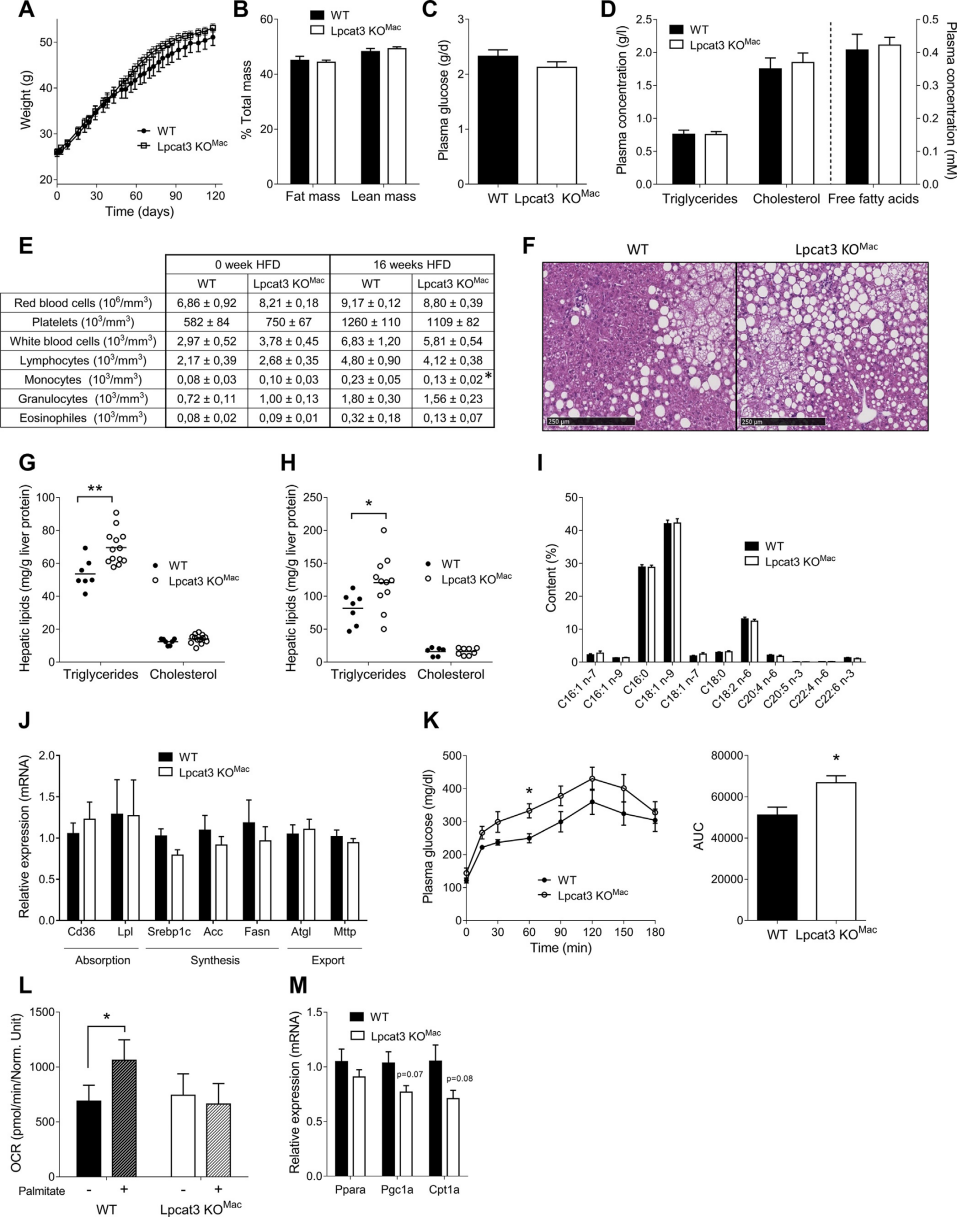
*Lpcat3KO*^*Mac*^ mice suffer from hepatic steatosis when fed a high-fat diet. A: Weight gain of mature WT and *Lpcat3KO*^*Mac*^ mice fed a high-fat diet (n = 7 and 13, respectively). B: Fat mass and lean mass of WT and *Lpcat3KO*^*Mac*^ mice after 16 weeks of high-fat diet (n = 7 and 13, respectively). Plasma glucose (C), free fatty acids and triglycerides, and cholesterol (D) were assessed in 6 h fasting WT and *Lpcat3KO*^*Mac*^ mice at the end of the diet (n = 7 and 13, respectively). E: Blood cell counts at the beginning and the end of HFD (n = 7 and 13, respectively). F: HE staining of liver of WT and *Lpcat3KO*^*Mac*^ mice after 16 weeks of high-fat diet. G, H: Measurements of lipid content in the liver of males (G, n = 7 vs. 13) and females (H, n = 7 vs. 11). I: Total fatty acid content in the liver of WT and *Lpcat3KO*^*Mac*^ mice (n = 7 vs. 13). J: Relative mRNA levels of genes involved in liver lipid metabolism pathways (n = 7 vs. 13). K: Pyruvate tolerance test of overnight fasting WT and *Lpcat3KO*^*Mac*^ mice and area under cover of this PTT. L: Oxygen consumption rate of primary hepatocytes of WT and *Lpcat3KO*^*Mac*^ mice, treated or not with palmitate. M: Liver relative mRNA levels of genes involved in fatty acid oxidation at the end of the HFD (n = 7 vs. 13). Data are expressed mean ± SEM (∗*P* < 0.05 vs. WT Mann-Whitney test).

### Lipidomic and transcriptomic analyses reveal significant alterations of AA metabolism in the liver from *Lpcat3KO*^*Mac*^ mice

Histological sections stained with F4/80 antibodies were performed on the adipose tissue and liver after 4 months of HFD (Fig. 6A). There was no difference in macrophage infiltration in the adipose tissue and in the liver of *Lpcat3KO*^*Mac*^ mice as compared with WT mice (Fig. 6B). Furthermore, analysis of the sections did not reveal signs of liver inflammation and expressions of inflammatory genes were similar in the liver of *Lpcat3KO*^*Mac*^ mice fed an HFD as compared with control mice (Fig. 6C). Liver F4/80-positive cells were isolated by magnetic cell sorting (MACS). As expected, myeloid cells from *Lpcat3KO*^*Mac*^ mice displayed reduced *Lpcat3* mRNA levels (Fig. 6D). Lipidomic analysis confirmed the phenotype with a decrease of C20:4 n-6 and an increase of C18:2 n-6 and C22:4 n-6 at the sn-2 position of plasmalogens (Fig. 6E). 

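Liver F4/80-positive cells, a preparation rich in Kupffer cells (the resident macrophages of the liver), came from 3 WT and 3 *Lpcat3KO* Mac mice fed an HFD with 60% fat for 16 weeks, and 1 RNA library was sequenced per mouse. The authors deposited the number of reads counted on each of 49315 Ensembl genes per library, without normalization. The paper's text names no aligner, counting program, genome build or strand setting for these counts. Of the gene identifiers, 49056 were found in the GENCODE M21 annotation of the GRCm38 mouse genome, and 44858 of these had the same start and end there. Total counts were 71392812, 51269609 and 44954224 in WT mice 1 to 3 and 55483958, 50688406 and 45691730 in *Lpcat3KO* Mac mice 1 to 3. No library was a second copy of another: the counts of every pair of mice differed by more than the sampling noise, with a chi-square per degree of freedom between 40.7 and 520. Genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the 16134 genes with enough counts, after TMM normalization for library size and composition. Levels are given as TMM-normalized CPM (counts scaled by library size), and a log2 fold change is *Lpcat3KO* Mac against WT. With 3 mice against 3, an exact permutation test of a single gene cannot give a p-value below 0.1. All 6 libraries carried transcripts of the Y chromosome, with *Ddx3y* between 114 and 155 CPM, while *Xist* was at most 0.0657 CPM. The Kupffer cell transcript *Cd5l* was at 10800 ± 1010 CPM (SD, n = 3) in WT and 9290 ± 1140 CPM (SD, n = 3) in *Lpcat3KO* Mac cells. Other Kupffer cell transcripts were less even. *Clec4f* was lower in every *Lpcat3KO* Mac mouse than in every WT mouse, with a log2 fold change of -0.44 (standard error 0.17), *Marco* ranged from 148 to 3170 CPM and *Timd4* from 123 to 938 CPM, both lowest in *Lpcat3KO* Mac mouse 2. The mRNA of albumin, *Alb*, a product of hepatocytes, was at 13100, 1200 and 1320 CPM in WT mice 1 to 3 and at 3130, 9290 and 3140 CPM in *Lpcat3KO* Mac mice 1 to 3. The mean log2 CPM of 5 hepatocyte transcripts spanned a 15.4-fold range across the 6 libraries, with no difference detected between genotypes (exact permutation test, two-sided p = 0.6).

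**Figure D1:**
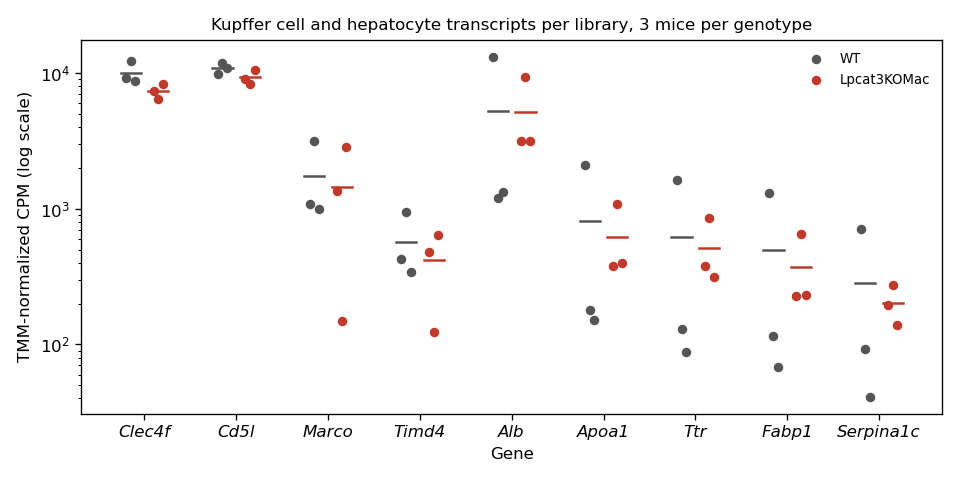
TMM-normalized CPM on a log axis for 4 Kupffer cell transcripts (*Clec4f*, *Cd5l*, *Marco* and *Timd4*) and 5 hepatocyte transcripts (*Alb*, *Apoa1*, *Ttr*, *Fabp1* and *Serpina1c*), with 1 point per mouse and a line at the mean of each genotype. WT mouse 1 and *Lpcat3KO* Mac mouse 2 had the highest level of all 5 hepatocyte transcripts, with *Alb* at 13100 and 9290 CPM.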

The transcriptome of liver F4/80 positive cells was investigated by a global RNAseq approach. Surprisingly, a very low number of genes were found to be differentially expressed between the two genotypes, among them *Lpcat3* and *Lyz2* as expected. 

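*Lpcat3* (ENSMUSG00000004270, chromosome 6 of GRCm38, 124663027 to 124704418, plus strand) was at 85, 66.2 and 61.2 CPM in WT mice 1 to 3 and at 19.5, 33.3 and 19.4 CPM in *Lpcat3KO* Mac mice 1 to 3. Its mean was 70.8 ± 12.5 CPM (SD, n = 3) in WT and 24.1 ± 7.99 CPM (SD, n = 3) in *Lpcat3KO* Mac cells, 34% of the WT level. Within each genotype *Lpcat3* was highest in the library richest in hepatocyte transcripts, WT mouse 1 and *Lpcat3KO* Mac mouse 2. Hepatocyte RNA may therefore contribute to the remaining level. In edgeR this level was 31.3% of WT with the hepatocyte transcripts as a covariate. Leaving out single mice gave from 27.7%, without *Lpcat3KO* Mac mouse 2, to 38.2%, without *Lpcat3KO* Mac mouse 1. The log2 fold change was -1.56 (standard error 0.26, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -1.85 and -1.39 when each mouse was left out in turn. The end of *Lpcat3* overlaps *Emg1* on the other strand by 334 bases, and *Emg1* had a log2 fold change of -0.10 (standard error 0.08). *Lyz2* (ENSMUSG00000069516, chromosome 10, 117277334 to 117282274, minus strand), the gene into which the *LysMCre* transgene is inserted, was at 6210 ± 1480 CPM (SD, n = 3) in WT and 2320 ± 732 CPM (SD, n = 3) in *Lpcat3KO* Mac cells. Its log2 fold change was -1.42 (standard error 0.3, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between -1.61 and -1.17 with each mouse left out. Its neighbor and paralog *Lyz1* was at 9.87 ± 2.74 CPM (SD, n = 3) in WT and 17.8 ± 8.86 CPM (SD, n = 3) in *Lpcat3KO* Mac cells, a log2 fold change of 0.85 (standard error 0.44), opposite in direction to that of *Lyz2* and far smaller than it in CPM. For both *Lpcat3* and *Lyz2*, every *Lpcat3KO* Mac mouse was below every WT mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). Across the 16134 genes tested by edgeR, 0 had an adjusted p-value under 0.05, and 426 had an unadjusted p-value under 0.05, where 807 would be expected by chance. DESeq2's Wald test on the same counts called 12 genes at an adjusted p-value under 0.05, 6 of them with at least a 2-fold change. Among them were *Lpcat3* (adjusted p = 0.00416 from DESeq2 with Benjamini-Hochberg adjustment) and *Lyz2* (adjusted p = 0.0495 from the same DESeq2 test). The alternative that moved the number most was DESeq2 with the mean log2 level of the hepatocyte transcripts as a covariate, chosen after seeing the data, which called 136 genes. With the replicate number as a block in edgeR, 0 genes had an adjusted p-value under 0.05 and 138 an unadjusted p-value under 0.05. The log2 fold changes in this replicate block fit were -1.59 for *Lpcat3* and -1.44 for *Lyz2*. In DESeq2 the block called 3 genes, without *Lpcat3* (adjusted p = 0.0795 from DESeq2 with Benjamini-Hochberg adjustment) and *Lyz2*. With an offset for a trend of the counts with transcript length, DESeq2 called *Lpcat3* but not *Lyz2* (adjusted p = 0.298). With the hepatocyte covariate it called both. These DESeq2 settings were chosen after seeing the data. The deviations of same-numbered libraries from their genotype means had a mean correlation across genes of -0.18, against 0.11 for differently numbered libraries, and genes are not independent replicates. From these profiles the paper states that few genes differed between the genotypes, *Lpcat3* and *Lyz2* among them. Its discussion proposes from the profiles that a partial loss of *Lpcat3* has little effect on macrophage activation. There it also refers to its results in vitro.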

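In the RNA sequencing of the F4/80-positive cells, 10 genes that the paper measured elsewhere as inflammatory or macrophage markers were examined. None had an adjusted p-value under 0.05 over all genes or over the 10 genes alone, and 0 of the 10 had an unadjusted p-value under 0.05 in edgeR. The smallest p-value adjusted over the 10 genes was 0.597, for *Il6* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il6* was low in both genotypes, at 3.15 ± 1.32 CPM (SD, n = 3) in WT and 1.2 ± 0.818 CPM (SD, n = 3) in *Lpcat3KO* Mac cells, a log2 fold change of -1.38 (standard error 0.59). *Tnf* was at 15.9 ± 7.93 CPM (SD, n = 3) in WT and 14.6 ± 3.17 CPM (SD, n = 3) in *Lpcat3KO* Mac cells, and *Il1b* at 207 ± 111 and 134 ± 39.2 CPM (SD, n = 3 each). *Ccl2* was at 17.3 ± 8.62 CPM in WT and 18 ± 8.75 CPM in *Lpcat3KO* Mac cells (SD, n = 3 each). The macrophage transcripts *Adgre1*, which encodes F4/80, and *Vsig4* had log2 fold changes of -0.18 (standard error 0.16) and -0.24 (standard error 0.16). The log2 fold changes of *Cxcl2*, *Il10*, *Ptgs2* and *Arg1* were -0.09, -0.22, 0.49 and 0.33, each with a standard error larger than its size. Their directions, and those of *Tnf* and *Ccl2*, changed when single mice were left out. *Arg1* was highest in WT mouse 1 and *Lpcat3KO* Mac mouse 2, at 223 and 234 CPM. These libraries were the richest in hepatocyte transcripts, so hepatocyte RNA may contribute to *Arg1*. Taken as a set, the 10 genes had a mean log2 fold change of -0.20 (adjusted p = 0.562 over 2 sets, limma's fry test with Benjamini-Hochberg adjustment). The test looks for a shift in a common direction, and the list joins inflammatory genes with macrophage transcripts. Changes in opposite directions would cancel, so the test cannot exclude them. With each mouse left out in turn, the mean ranged from -0.33 to -0.01 (adjusted p from 0.106 to 0.995, the same fry test). With the replicate block the mean was -0.11 (adjusted p = 0.766, limma's fry test with Benjamini-Hochberg adjustment), where same-numbered libraries had a mean correlation of -0.18 across genes. With the hepatocyte transcripts as a covariate, a setting chosen after seeing the data, the mean changed sign to 0.05.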

Notably, there was no difference in inflammatory genes as assessed by a PCR approach (Fig. 6F). Since F4/80 positive cells displayed an alteration in their AA composition, we measured the concentration of AA-derived mediators in the whole liver. Interestingly, eicosanoid profile was altered in the liver of *Lpcat3KO*^*Mac*^ mice with significant increases in leukotriene B4 (LTB4) and thromboxane B2 (TxB2) concentrations (Fig. 6G). While there were no changes in the expression of enzymes involved in leukotriene or thromboxane pathways in the Kupffer cells from *Lpcat3KO*^*Mac*^ mice, analysis of the whole liver tissue revealed significant alterations of CYP450 enzymes involved in AA metabolism (17) with a significant decrease of *Cyp4a12b* and increase of *Cyp4a14* mRNA levels (Fig. 6H). 

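In the F4/80-positive cells, 8 genes of arachidonic acid release, leukotriene synthesis and thromboxane synthesis were compared between genotypes, and 0 had an adjusted p-value under 0.05 over all genes, with 2 at an unadjusted p-value under 0.05 in edgeR. *Alox5ap* (ENSMUSG00000060063, chromosome 5, 149264767 to 149288153), whose product presents arachidonic acid to 5-lipoxygenase, was at 112 ± 35.4 CPM (SD, n = 3) in WT and 60.3 ± 11.8 CPM (SD, n = 3) in *Lpcat3KO* Mac cells. Its log2 fold change was -0.90 (standard error 0.26, adjusted p = 1 over all genes and 0.1 over the 8 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ltc4s* (ENSMUSG00000020377, chromosome 11, 50236469 to 50238616), the leukotriene C4 synthase, was at 12.4 ± 0.353 CPM (SD, n = 3) in WT and 7.59 ± 2.27 CPM (SD, n = 3) in *Lpcat3KO* Mac cells. Its log2 fold change was -0.71 (standard error 0.24, adjusted p = 1 over all genes and 0.1 over the 8 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both genes were lower in every *Lpcat3KO* Mac mouse than in every WT mouse (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). Both are short transcripts, of 1420 and 736 exonic bases, and with an offset for a trend of the counts with transcript length their log2 fold changes were -0.77 and -0.52. Genes of antisense transcripts overlap both, with at most 44 and 72 counts in any library. *Alox5*, the 5-lipoxygenase, was at 4.23 ± 1.73 CPM (SD, n = 3) in WT and 3.04 ± 1.85 CPM (SD, n = 3) in *Lpcat3KO* Mac cells. *Lta4h*, which makes LTB4, was at 41.5 ± 0.846 CPM and 42.9 ± 2.49 CPM (SD, n = 3 each), a log2 fold change of 0.05 (standard error 0.08). The thromboxane synthase *Tbxas1* was at 199 ± 37.1 CPM and 189 ± 20.8 CPM (SD, n = 3 each), the cyclooxygenase *Ptgs1* at 685 ± 86.4 CPM and 622 ± 69.7 CPM (SD, n = 3 each), and the phospholipase *Pla2g4a* at 158 ± 32 CPM and 143 ± 1.73 CPM (SD, n = 3 each). *Tbxas1* overlaps *Hipk2* on the other strand by 762 bases. The directions of *Tbxas1* and *Pla2g4a* changed when single mice were left out. The remaining gene of the 8 is *Ptgs2*. The mean log2 fold change of the 8 genes was -0.24 (adjusted p = 0.325 over 2 sets, limma's fry test with Benjamini-Hochberg adjustment). Among the fits that left out a mouse, only that without WT mouse 1 passed the threshold, at -0.39 (adjusted p = 0.0101, the same fry test). In that fit hepatocyte transcripts went with genotype. Their mean log2 CPM was 7.62 and 7.1 in WT mice 2 and 3, and 8.84, 10.09 and 8.71 in *Lpcat3KO* Mac mice 1 to 3. Hepatocyte RNA may therefore contribute to this pass. Without WT mouse 3 the mean log2 fold change of the set was -0.04 (adjusted p = 0.746, the same fry test). With the replicate block it was -0.19 (adjusted p = 0.562, limma's fry test with Benjamini-Hochberg adjustment), where same-numbered libraries had a mean correlation of -0.18 across genes. With limma's camera, which ranks the set against all other genes, the adjusted p-value was 0.0283 at the same mean. With the hepatocyte transcripts as a covariate, chosen for the sets after seeing the data, the mean was -0.08 (adjusted p = 0.188, limma's fry test with Benjamini-Hochberg adjustment).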

While these enzymes are not directly involved in eicosanoid synthesis, these data come in further support of an altered AA homeostasis in the liver of *Lpcat3KO*^*Mac*^ mice.

**Fig. 6:**
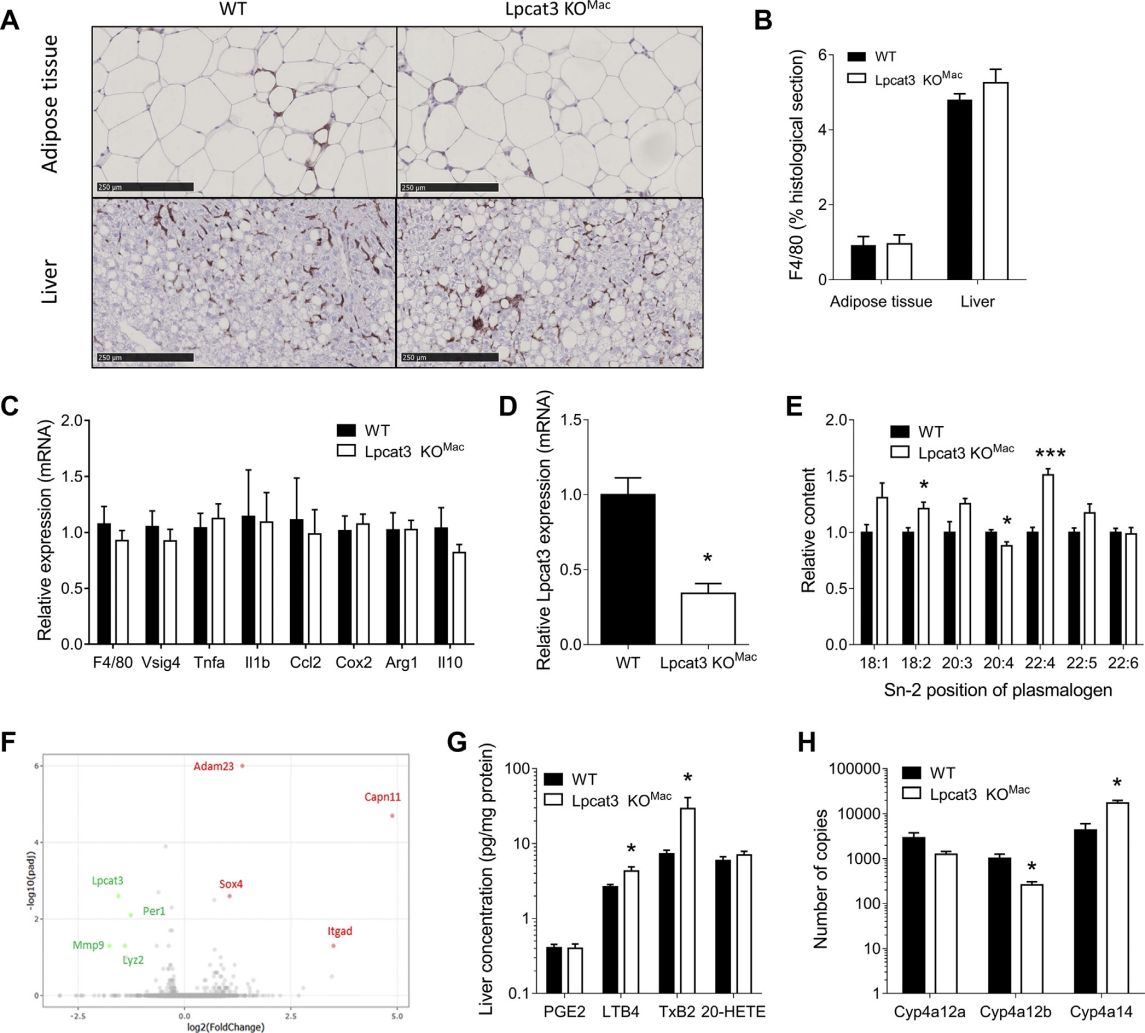
Mechanisms involved in hepatic steatosis progression in *Lpcat3KO*^*Mac*^ mice when fed a high-fat diet for 16 weeks. A, B: F4/80 staining in histological sections of adipose tissue and liver of Ctrl and *Lpcat3 KO*^*Mac*^ (n = 7 vs. 13, respectively). C: Liver mRNA levels of inflammatory genes of wild-type and *Lpcat3KO*^*Mac*^ mice (n = 7 vs. 13, respectively). D: Relative *Lpcat3* mRNA levels of in isolated Kupffer cells (n = 3 in each group). E: Relative content of fatty acid at the sn-2 position of pPE from isolated Kupffer cells after HFD. Data are expressed as a % of total pPE and are normalized as 1 in the WT group (n = 3 in each group). F: Volcano plot of differentially expressed genes in Kupffer cells at the end of the diet (n = 3 in each group). G: Eicosanoid content in the liver of WT and *Lpcat3KO*^*Mac*^ mice (n = 7 vs. 13, respectively). H: Relative mRNA levels of genes involved in Cytochrome P450 pathway in the whole liver (n = 4 in each group). Data are expressed as mean + SEM (∗*P* < 0.05 vs. WT Mann-Whitney test).

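Besides *Lpcat3* and *Lyz2*, Fig. 6F labels 6 genes, and all 6 were fully separated between the genotypes (exact permutation test, two-sided p = 0.1 for each gene, the smallest that 3 mice against 3 allow), which chance gives for 10% of genes. These genes were picked by the paper on the same data. Each had an adjusted p-value of 1 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Per1* (chromosome 11, 69095217 to 69109960), a gene of the circadian clock, was at 50.4 ± 7.93 CPM (SD, n = 3) in WT and 21 ± 5.31 CPM (SD, n = 3) in *Lpcat3KO* Mac cells, a log2 fold change of -1.27 (standard error 0.22). *Mmp9* (chromosome 2, 164940780 to 164955850), a matrix metalloproteinase, was at 14 ± 5.67 CPM (SD, n = 3) and 4.07 ± 1.59 CPM (SD, n = 3), a log2 fold change of -1.78 (standard error 0.41). *Adam23* (chromosome 1, 63445891 to 63596276) was at 21.1 ± 4.14 CPM (SD, n = 3) in WT and 53.5 ± 4.48 CPM (SD, n = 3) in *Lpcat3KO* Mac cells, a log2 fold change of 1.35 (standard error 0.17). *Sox4* (chromosome 13, 28948919 to 28953713), a transcription factor, was at 1.34 ± 0.186 CPM (SD, n = 3) and 2.77 ± 0.216 CPM (SD, n = 3), a log2 fold change of 1.05 (standard error 0.22). *Capn11* (chromosome 17, 45630204 to 45659325), a calpain protease, had 4, 1 and 7 counts in WT mice 1 to 3, or 0.0782 ± 0.0681 CPM (SD, n = 3), and was at 2.24 ± 1.21 CPM (SD, n = 3) in *Lpcat3KO* Mac cells, a log2 fold change of 4.83 (standard error 0.83). *Itgad* (chromosome 7, 128154376 to 128223816), an integrin chain, was at 0.723, 0.379 and 0.503 CPM in WT mice 1 to 3 and at 1.03, 4.24 and 12.8 CPM in *Lpcat3KO* Mac mice 1 to 3, so that its log2 fold change of 3.48 (standard error 0.95) rests mainly on 2 mice. It overlaps genes on the other strand that had at most 73 counts in any library. With the replicate block the log2 fold changes were -1.29, -1.78, 1.36, 1.05, 4.93 and 2.95 for *Per1*, *Mmp9*, *Adam23*, *Sox4*, *Capn11* and *Itgad*, each with an adjusted p-value of 1 in edgeR, where same-numbered libraries had a mean correlation of -0.18 across genes. In DESeq2 with Benjamini-Hochberg adjustment, *Adam23* (adjusted p = 1.12e-06), *Capn11* (adjusted p = 9.44e-06), *Sox4* (adjusted p = 0.00168) and *Per1* (adjusted p = 0.00849) were called, while *Mmp9* (adjusted p = 0.0507) and *Itgad* (adjusted p = 0.0525) were not.

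**Figure D2:**
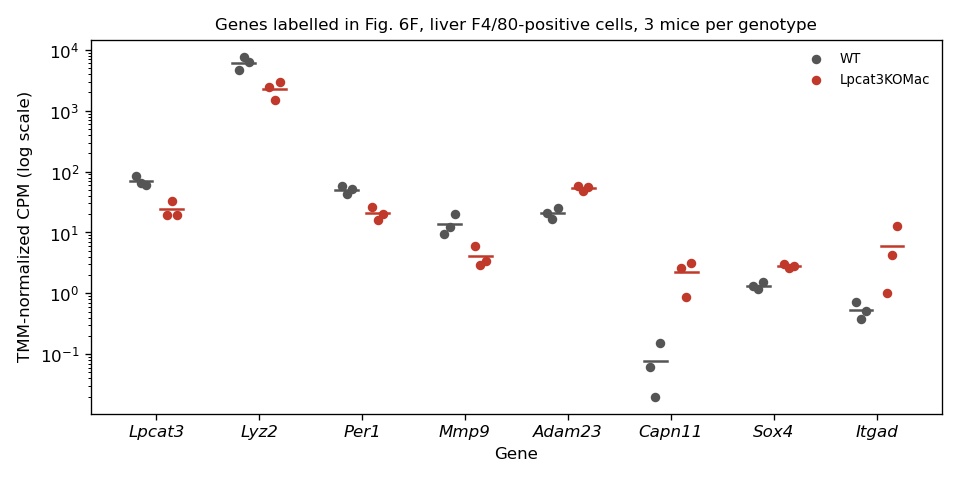
TMM-normalized CPM on a log axis for the 8 genes labelled in Fig. 6F, with 1 point per mouse and a line at the mean of each genotype. *Lpcat3*, *Lyz2*, *Per1* and *Mmp9* were lower and *Adam23*, *Capn11*, *Sox4* and *Itgad* higher in all 3 *Lpcat3KO* Mac mice than in all 3 WT mice.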

## Discussion

Recent studies have highlighted the major role of LPCAT3 in controlling the PUFA composition of cell membranes in the liver and intestine with dramatic consequences on cell-membrane-associated processes such as lipid absorption, lipoprotein secretion, and SREBP cleavage (5, 6, 11). In contrast, the role of LPCAT3 in myeloid cells and macrophages remains unclear (4, 8, 12, 13). In the present study, we developed a mouse model with conditional *Lpcat3* deficiency in myeloid cells by using the *LysMCre* strategy. Our aim was to investigate the function of LPCAT3 in macrophages in vitro but also in vivo in experimental models of atherosclerosis and obesity. Indeed, chronic low-grade inflammation mediated in part by macrophages and myeloid cells is known to play a key role in these two cardiometabolic diseases (18, 19).

As it is often the case with similar conditional models (20), crossing the *Lpcat3*^*flox/flox*^ mice with the *LysMcre* mice led to an incomplete inactivation of the *Lpcat3* gene in myeloid cells with a residual approximately 25% expression that was observed either in vitro or in vivo. Thus, our *Lpcat3KO*^*Mac*^ model should be considered as model of partial *Lpcat3* deficiency in myeloid cells with significant residual *Lpcat3* activity. As a consequence, while the changes of phospholipid composition were broadly similar to those in fetal liver cell-derived macrophages with total *Lpcat3* deficiency (12) they were much less pronounced. Nevertheless, our data demonstrate that even a partial *Lpcat3* deficiency has a marked impact on the lipidomic profile of macrophages, thus underlying the major role of LPCAT3 in PL remodeling and PUFA metabolism in macrophages. While we confirm the reduction of EPA and AA in PCs, Pes, and pPEs as observed in *Lpcat3*^*−/−*^ macrophages, we extend these observations to PIs and PSs. However, LPCAT3 may not use LysoPI and LysoPS as direct substrates. Rather, our data suggest that the alterations in the FA composition of PCs and PEs induced by Lpcat3 deficiency secondarily affect other phospholipid subclasses. As previously observed, the reduced incorporation of arachidonate in PLs was associated with its redistribution toward other cellular lipids, such as cholesteryl esters. Increased C22:4 levels in different lipid subclasses (PEs, cholesteryl esters) were also observed suggesting a compensatory elongation of C20:4 to C22:4 as previously described (12). We speculate that the decrease in CE 20:5 relative abundance could be related to a competition between 20:4-CoA and 20:5-CoA as substrates for Acyl-CoA cholesterol acyl transferase (ACAT).

Although there is a controversy regarding the proinflammatory role of LPCAT3 in macrophages (4, 8, 12, 13), we could not find here any evidence for a proinflammatory macrophage phenotype associated with *Lpcat3* deficiency either in vitro or in vivo. While this could be due to the partial *Lpcat3* deficiency in our model, similar observations were made in fetal liver-derived macrophages with total *Lpcat3* deficiency (12). Moreover, in a similar model of myeloid *Lpcat3* deficiency, knockout of *Lpcat3* in macrophages has no effect on LXR repression of proinflammatory genes, such as *Cox2* or *Il1b* (14).

Transient *Lpcat3* inhibition has been associated with ER stress (8); however, we observed here that several markers of ER stress were significantly reduced in *Lpcat3KO*^*Mac*^ macrophages in basal conditions. Accordingly, Jiang *et al.* (13) also reported a decrease of the ER stress marker GRP78 (BIP) in *Lpcat3*-deficient macrophages.

Our group previously reported that *Lpcat3*^*−*/*−*^ macrophages displayed significant alteration of cholesterol homeostasis, including increased free-to-esterified cholesterol ratio and decreased cholesterol efflux (12). We could only partially reproduce this phenotype in the present study, where we observed only a significant reduction of cholesterol efflux while there were no changes in the expression of cholesterol transporters *Abca1*, *Abcg1*, or *ApoE*. We speculate that this is likely related to the residual LPCAT3 activity in *Lpcat3KO*^*Mac*^ cells. Indeed, it was shown that *Lpcat3*^*−*/*−*^ macrophages presented high levels of nonesterified 22:4 n-6 FA (adrenic acid), a potent LXR antagonist (21). Interestingly the level of this FA was not increased in *Lpcat3KO*^*Mac*^ cells. Nevertheless, our data suggest that *Lpcat3* deficiency may also affect cholesterol efflux by altering cell membrane lipid composition, a hypothesis that deserves future investigations. There was no increase in atherosclerotic lesions in *Ldlr*^*−/−*^ mice transplanted with *Lpcat3KO*^*Mac*^ bone marrow cells. Our data are in accordance with those of Jiang *et al.* with a similar mouse model (13). In contrast to these observations, transplantation of hematopoietic cells from mice with constitutive *Lpcat3* deficiency in *Ldlr*^*−/−*^ mice resulted in increased atherosclerotic lesions (12). However, these mice presented a total *Lpcat3* deficiency in all the hematopoietic lineages, including hematopoietic stem cells, which is likely to contribute to atherosclerosis development. Indeed, *Ldlr*^*−/−*^ mice transplanted with *Lpcat3*^*−/−*^ hematopoietic cells presented significantly higher monocyte counts with a relative increase in Ly-6C^high^ monocyte subsets, a phenotype that was not observed in the *Lpcat3KO*^*Mac*^ mouse model (12).

Obesity is another inflammatory chronic disease, in which macrophages play a critical role (22), and is a major risk factor for nonalcoholic fatty liver disease (NAFLD) (23). Here, we found that *Lpcat3KO*^*Mac*^ mice fed an HFD gained weight with a similar rate as control mice but developed liver metabolic alterations including hepatic steatosis. This was associated with increased liver gluconeogenesis and decreased FA oxidation, but without histological signs of liver inflammation. Transcriptomic profiling of liver myeloid cells did not reveal major differences between *Lpcat3KO*^*Mac*^ and control mice. This data suggests therefore that partial *Lpcat3* deficiency has no major impact on macrophage activation, as observed in vitro, despite changes in AA composition in liver myeloid cells. Accordingly, lipidomic profiling of the whole liver confirmed some alterations in AA homeostasis, including increased concentrations of AA-derived mediators such as TxB2 and LTB4, which are known to promote insulin resistance, inflammation (24, 25), antiplatelet activation (26). 

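In a principal component analysis of the log2 CPM of the F4/80-positive cells, the first component held 67.2% of the variance between the 6 libraries and the second 14.4%. The spread between mice of the same genotype was large, with a common biological coefficient of variation of 0.39 in edgeR. Of the 16134 genes tested, 5895 were associated with the level of the hepatocyte transcripts (unadjusted p under 0.05, edgeR's quasi-likelihood test). Hepatocyte RNA may therefore contribute to this spread. The 4 genes examined for endoplasmic reticulum stress had log2 fold changes between -0.29 and 0.58, 1 of them had an unadjusted p-value under 0.05, and the smallest p-value adjusted over these genes was 0.179 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene with the unadjusted p-value under 0.05 was *Atf3*, with a log2 fold change of 0.58 (standard error 0.23, adjusted p = 1 over all genes in edgeR). It was called by DESeq2 with the hepatocyte covariate, at 0.72 (adjusted p = 7.47e-05 from DESeq2 with Benjamini-Hochberg adjustment), and with covariate and length offset, at 0.83 (adjusted p = 1.31e-06 from the same DESeq2 test), both settings chosen after seeing the data, and not by DESeq2 with its defaults (adjusted p = 1). The 12 genes of lipid metabolism ranged from -0.23 to 0.87, with a smallest adjusted p-value of 0.6 over the list in edgeR's quasi-likelihood test. Of 6 genes for other lysophospholipid acyltransferases, 5 had enough counts, and their log2 fold changes lay between -0.40 and 0.43, with a smallest adjusted p-value of 0.42 over the list in edgeR's quasi-likelihood test. The directions of *Ddit3*, *Ppara*, *Abca1*, *Abcg1*, *Fasn*, *Scd1*, *Nr1h3*, *Mboat1* and *Mboat7* among them changed in at least 1 of the fits that left out a mouse.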

While no changes in inflammatory genes were observed, transcriptomic analysis by RNA sequencing shows alterations of cytochrome P450 pathways in the liver of *Lpcat3KO*^*Mac*^ mice fed an HFD with decrease of *Cyp4a12b* and increase of *Cyp4a14* expression. These genes are notably responsible for the formation of 20-HETE, which is involved in hepatic steatosis (27). Overexpression of *Cyp4a14* has been shown to be responsible for increase of FAT/CD36 expression that promotes liver triglyceride content (28). However, we did not find here any difference in 20-HETE liver content or CD36 expression.

While the molecular mechanisms linking hepatic steatosis and myeloid *Lpcat3* deficiency remain to be elucidated, our hypothesis is that changes in AA metabolism-restricted liver myeloid cells may secondarily impact AA homeostasis in the whole liver leading to metabolic disorders and TG accumulation. In conclusion, the role of LPCAT3 in controlling macrophage functions seems to be complex. It will deserve future studies with new experimental approaches and models.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

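RNA from liver F4/80-positive cells of 3 WT and 3 *Lpcat3KO* Mac mice fed an HFD (60% fat, 16 weeks) was sequenced, with 1 library per mouse. The authors deposited 1 table of read counts per mouse, with the number of reads counted on each of 49315 Ensembl genes and no normalization. The paper's text does not name the aligner, the counting program, the strand setting, the filters on reads or the handling of reads that match several places. The layout of the tables is that of the featureCounts program, and the gene positions are those of GRCm38. The levels of genes that overlap on opposite strands, and of close paralogs such as *Cyp4a12a* and *Cyp4a12b*, are therefore uncertain. Besides the overlaps given with the results, this holds, among others, for *Ddit3* (*Mars*, at most 3609 counts in any library) and *Mboat7* (*Tsen34*, 2650). It also holds for *Srebf1* (*Rai1*, 1556), *Ptgs1* (*Gm43621*, 491), *Lpcat2* (*Gm45472*, 136) and *Il1b* (*Il1bos*, 130).

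Total counts per library lay between 44954224 and 71392812. At this depth counting error is small beside the spread between mice for all but the lowest genes. A level resting on 3 counts or fewer in a library was taken as the floor of detection. Genotype and replicate number were taken from the sample labels. Both genotypes carry replicate numbers 1 to 3, which come from these labels alone. They are different animals, and the paper does not say that they were paired.

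The counts were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default expression filter (minimum count 10) and the quasi-likelihood test with robust dispersion and genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 16134 genes tested, and a gene was called at an adjusted p-value under 0.05, with and without at least a 2-fold change. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The 2 gene sets were tested with fry of limma 3.58.1 on log2 CPM values (prior count 2), adjusted over both sets. Differences of single genes were also tested with a two-sided exact permutation test, whose smallest p-value is 0.1 with 3 mice against 3.

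The genes named were chosen before the data were examined: those labelled in Fig. 6F, those in the lists of inflammatory genes, leukotriene and thromboxane enzymes, endoplasmic reticulum stress, lipid metabolism, the *Cyp4a* family and lysophospholipid acyltransferases, and up to 10 called genes with the smallest adjusted p-values, of which there were 0. Lists of markers of other cell types, sex, the circadian clock and glucocorticoid action served for checks. The design, the main test and the following alternatives were also set before the data were examined: DESeq2's size factors in edgeR, total counts alone, no low-count filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, no robust dispersion, the replicate number as a block, the mean log2 CPM of 5 hepatocyte transcripts as a covariate, camera in place of fry, a CPM prior count of 0.5, and leaving out each mouse in turn. Chosen after seeing the data were DESeq2 with an alpha of 0.05, on all listed genes and without independent filtering, DESeq2 with the block, the covariate or both the covariate and an offset for transcript length, the length offset in edgeR, edgeR's newer quasi-likelihood method, and leaving out 5895 genes associated with the hepatocyte transcripts.

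The tests were tested on simulated data with the means and library sizes of the real libraries and 200 changed genes. The changed genes were drawn from those with ample counts and a dispersion below the median. The raised ones had a median log2 fold change of 1.98 in edgeR. Genes were simulated independently, without hepatocyte differences shared across genes. The recovery therefore does not give the power for smaller changes or more variable genes in the real libraries. EdgeR recovered 187 of the 200 (93.5%) and called 8 unchanged genes among 15818 genes tested. With the replicate block edgeR recovered 172 and called 25 unchanged genes, and with a covariate 184 and 17. DESeq2 recovered 200 and called 86 unchanged genes among 16134. It called 167 unchanged genes with the replicate block and 160 with a covariate. The covariate was a fixed set of values unrelated to the simulated counts. Limma-voom recovered 177 and called 10 unchanged genes. The length offset brought a simulated rank correlation of log2 fold change with length from 0.65 to -0.01.

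Left out were the lipid, PCR, histology and whole-liver measurements of the paper, which were not analysed here.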

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

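The tests of why hepatocyte transcripts differ between libraries, the rank test of the length trend and the test on GC content were chosen after the result was seen.

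Hepatocyte transcripts, which the paper does not report in these cells, reached a level of 13100 CPM for *Alb* in WT mouse 1, against 1200 CPM in WT mouse 2. For 5 of 5 hepatocyte transcripts the libraries with the highest levels were those of WT mouse 1 and *Lpcat3KO* Mac mouse 2. This is consistent with hepatocyte RNA carried over with the F4/80-positive cells. No difference between genotypes was detected in the mean of the 5 transcripts (exact permutation test, two-sided p = 0.6). Depth does not account for it, since WT mouse 2 and *Lpcat3KO* Mac mouse 2, the libraries closest in total counts, differed 7.71-fold in *Alb*. Carry-over remains a hypothesis, since no measure of cell purity was used here.

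Across 9435 genes, the log2 fold change between genotypes rose with exonic length, with a Spearman correlation of 0.35, and genes are not independent replicates. The rank trend with length also differed between mice of the same genotype: it was -0.33, 0.17 and 0.03 in WT mice 1 to 3 and 0.3, -0.12 and 0.25 in *Lpcat3KO* Mac mice 1 to 3. The genotypes overlapped in this rank trend (exact permutation test, two-sided p = 0.5) and in the slope of log2 CPM on log2 length (exact permutation test, two-sided p = 1). A bias with transcript length between libraries may therefore explain the trend, and with 3 mice per genotype these tests cannot exclude an effect of genotype. The correlation was 0.37 with the hepatocyte transcripts as a covariate and 0.34 without 177 ribosomal protein and respiratory chain genes, so neither removed it. The rank trend was negative only in WT mouse 1 and *Lpcat3KO* Mac mouse 2, the libraries richest in hepatocyte transcripts. Hepatocyte RNA may therefore contribute to the differences in this trend between libraries. The correlation of the log2 fold change with GC content was -0.07 over 9425 genes.

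Outside the genes labelled in Fig. 6F, DESeq2 called 6 genes, *Nuak2*, *Akr1b8*, *Fabp7*, *Rps29*, *Rnaset2a* and *Rps28*, which are named here after their values were seen. All 6 changed by less than 2-fold, with log2 fold changes from -0.62 for *Nuak2* to 0.70 for *Akr1b8*. With an offset for transcript length, 2 of the 6, *Nuak2* and *Akr1b8*, were still called by DESeq2. The other calls may thus reflect the length trend, which does not account for *Nuak2* and *Akr1b8*. As many as the 12 calls of DESeq2 were found in 4 of the 4 splits of the 6 mice that part all same-numbered pairs, the genotype split included, with 22, 14 and 365 calls in the others. Of all 10 splits, 6 gave as many, and the largest gave 2004. The splits with 14, 51, 365 and 2004 calls put WT mouse 1 and *Lpcat3KO* Mac mouse 2, the libraries richest in hepatocyte transcripts, on the same side, and with the hepatocyte covariate they gave 44, 72, 6 and 11 calls. The hepatocyte difference may thus underlie the calls of the splits with 365 and 2004. For the splits with 14 and 51 calls, whose numbers rose, the covariate cannot decide this. In simulated data a covariate unrelated to the counts raised DESeq2's calls of unchanged genes from 86 to 160. The split with 22 calls parts WT mouse 1 and *Lpcat3KO* Mac mouse 2 and gave 425 with the covariate. With 4 comparable splits, the number of calls cannot be told apart from a chance division of the mice.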

How the results depend on the processing

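The settings named here as added were chosen after seeing the data.

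The number of genes with an adjusted p-value under 0.05 was 0 in edgeR and stayed at 0 with DESeq2's size factors, total counts, either other filter, limma-voom, no robust dispersion, the replicate block, the hepatocyte covariate and each mouse left out, and in the added edgeR fits with the length offset, the newer quasi-likelihood method and hepatocyte-associated genes left out. In these fits between 138 and 2028 genes had an unadjusted p-value under 0.05, with 426 in the reported fit, and the highest number came without WT mouse 1. DESeq2 called 12 genes, 6 with at least a 2-fold change. Added DESeq2 settings called 14 and 7 with alpha at 0.05, 11 and 5 on all listed genes, 15 and 8 on all listed genes with alpha at 0.05, 11 and 5 there without independent filtering, 3 and 3 with the replicate block, 136 and 19 with the hepatocyte covariate, 10 and 5 with the length offset, and 63 and 20 with covariate and offset. Of the calls, 4 were higher and 8 lower in *Lpcat3KO* Mac cells in DESeq2, 43 and 93 with the covariate, 6 and 4 with the length offset, and 47 and 16 with both. In simulated data DESeq2 called 86 unchanged genes and edgeR 8, and with a covariate 160 and 17. Calls of unchanged genes may thus contribute to the larger numbers in DESeq2. The simulated covariate was unrelated to the counts, so these simulated numbers do not measure how much. The cause of the change in direction was not tested.

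The log2 fold change of *Lpcat3* was -1.56 and passed the threshold only in DESeq2, at -1.55 in its default and the 4 added settings without covariate, block or offset, -1.68 with the covariate, -1.48 with the offset and -1.60 with both. *Lyz2*, at -1.42, passed at -1.41 in DESeq2's default and with alpha at 0.05 (added, with and without all listed genes), at -1.3 with the covariate (added) and at -1.14 with covariate and offset (added). Over all settings the adjusted p-value ranged from 4.28e-13 to 1 for *Lpcat3* and from 7.08e-06 to 1 for *Lyz2*, both lowest in DESeq2 with the covariate (added). Of 47 other named genes, between 3 and 6 passed the threshold in the DESeq2 settings and 0 in the other fits. Among them was 1 gene not labelled in Fig. 6F, *Atf3*, at 0.72 with the covariate and 0.83 with covariate and offset (both added). The adjusted p-value of *Atf3* was 7.47e-05 and 1.31e-06 in these DESeq2 fits and 1 in DESeq2's default and in the reported edgeR fit. With at least 10 counts in every library 44 of the 47 could be tested, and with hepatocyte-associated genes left out 32 could. *Lpcat3* was itself among the genes left out there as hepatocyte-associated. The cause of the other differences between settings was not tested.

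The leukotriene and thromboxane enzyme set passed the threshold with camera, at a mean of -0.24 (adjusted p = 0.0283), and without WT mouse 1, at -0.39 (adjusted p = 0.0101, limma's fry), with means from -0.39 to -0.04 across the 6 fits that each left out a mouse. Without WT mouse 1, hepatocyte transcripts were higher in every *Lpcat3KO* Mac library than in the remaining WT libraries, so hepatocyte RNA may contribute to that pass. The adjusted p-value of the set was between 0.0101 and 0.803 over the alternatives. The inflammatory set changed sign only with the hepatocyte covariate (added), to 0.05.

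Directions reversed for genes near 0 or with a wide spread. *Mboat7* (-0.01) became 0.01 with DESeq2's size factors and with hepatocyte-associated genes left out (added), 0.09 with total counts, 0.00 with at least 10 counts, 0.00 in DESeq2 with the block (added) and 0.02 with the offset (added). With total counts, *Tbxas1* (-0.07) was 0.01, *Ddit3* (-0.07) 0.02 and *Ppara* (-0.15) 0.01. Total counts moved the median log2 fold change of all genes from -0.04 to 0.06. *Abcg1* (0.00) was -0.00 without a filter, in limma-voom and with the block. *Tnf* (-0.12) was 0.11 in limma-voom, 0.00 with the block, 0.29 with the covariate, and in added DESeq2 fits 0.01 with the block, 0.28 with the covariate, 0.01 with the offset and 0.42 with covariate and offset. *Ppara* was 0.62 in limma-voom, 1.04 with the block, 0.10 with the covariate, and in added DESeq2 fits 1.07, 0.10 and 0.16 with block, covariate, and covariate and offset. *Cxcl2* (-0.09) was 0.11 with the covariate, 0.00 with the offset in edgeR (added), and 0.10, 0.01 and 0.22 in DESeq2 with covariate, offset and both (added). *Ddit3* was 0.04 with the offset in edgeR, 0.05 in DESeq2 and 0.09 with the covariate too (added). *Il10* (-0.22) was 0.05 in DESeq2 with covariate and offset (added). *Cyp4a12b* (-1.52) was 0.15 in limma-voom, and *Cyp4a12a* (-1.08) was 0.08 with the block and 0.11 in DESeq2 with the block (added). The cause was not tested. Depth limits *Cyp4a12b*, at 0.0219 CPM in WT mouse 3, and *Capn11*, with 1 to 7 counts in WT mice.

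With each mouse left out in turn, the direction also changed for *Abca1* (-0.09 to 0.24), *Abcg1* (-0.02 to 0.11), *Arg1* (-0.63 to 1.95), *Ccl2* (-0.37 to 0.47), *Cxcl2* (-0.73 to 0.25), *Cyp4a12a* (-1.64 to 1.49), *Cyp4a12b* (-2.43 to 0.90), *Cyp4a14* (-0.27 to 3.12), *Ddit3* (-0.20 to 0.08), *Fasn* (-0.11 to 1.03), *Il10* (-0.41 to 0.25), *Mboat1* (-0.09 to 1.14), *Mboat7* (-0.06 to 0.06), *Nr1h3* (-0.28 to 0.01), *Pla2g4a* (-0.26 to 0.03), *Ppara* (-0.92 to 2.14), *Ptgs2* (-0.41 to 1.97), *Scd1* (-0.18 to 1.78), *Tbxas1* (-0.17 to 0.09) and *Tnf* (-0.48 to 0.15).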

Differences from the paper's values

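The number of genes with an adjusted p-value under 0.05 was 0 in edgeR, with 426 at an unadjusted p-value under 0.05, against the paper's about 16 in Fig. 6F, read by eye. With at least a 2-fold change it was 0 against the paper's about 8 in Fig. 6F, read by eye. Of the alternatives set before the data were examined, DESeq2 with its defaults, with 12 and 6 genes, came within 1.5 times of both numbers, and the others, each with 0, did not. Settings of DESeq2 chosen after seeing the values gave 14 and 7 genes (alpha 0.05) and 15 and 8 (all listed genes, alpha 0.05), and 11 genes, 5 of them with at least a 2-fold change, on all listed genes with and without independent filtering.

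The genes labelled in Fig. 6F had an adjusted p-value of 1 in edgeR with Benjamini-Hochberg adjustment, while the paper's figure marks them as differentially expressed. DESeq2 with its defaults called 6 of the 8, *Lpcat3*, *Lyz2*, *Per1*, *Adam23*, *Capn11* and *Sox4*. With an alpha of 0.05, chosen after seeing the values, it called 7, with *Mmp9* added. On all listed genes with an alpha of 0.05, also chosen after seeing the values, it called all 8, *Itgad* included. *Mmp9*, together with the 6 genes above, was also called in DESeq2 fits with the hepatocyte covariate, with and without the length offset, chosen after seeing the values. Other DESeq2 fits chosen after seeing the values called *Capn11*, *Per1* and *Adam23* with the replicate block, and these together with *Lpcat3* and *Sox4* with the length offset.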

Other observations

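The tests on Kupffer cell markers, clock genes, glucocorticoid targets, neutrophil markers and genomic regions, and the use of the hepatocyte covariate, an alternative fixed beforehand, to weigh the number of calls, were chosen after the result was seen.

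Other splits of the 6 mice were set beside the genotype split for 4 numbers of genes and both gene sets. At least the 426 genes with an unadjusted p-value under 0.05 in edgeR were found in 4 of the 4 splits that part all same-numbered pairs, the genotype split included, and in 6 of all 10. For DESeq2 with the hepatocyte covariate, 2 of the 4 and 2 of all 10 gave at least 136 genes, and the other of these gave 425. The inflammatory set had a p-value as small in 3 of the 4 and 6 of the 10, and the leukotriene and thromboxane enzyme set in 2 of the 4 and 3 of the 10. The 0 genes with an adjusted p-value under 0.05 in edgeR, with and without at least a 2-fold change, are matched by 4 of the 4 splits, as any split must do, so that comparison carries no information. The 6 splits outside the 4 part 1 pair each. With 10 splits none of these numbers and set results can be told apart from a chance division of the mice. Splits were not run for single genes.

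Adding the hepatocyte transcripts as a covariate left 0 genes with an adjusted p-value under 0.05 in edgeR, with the smallest adjusted p-value moving from 1 to 0.493 and the number at an unadjusted p-value under 0.05 from 426 to 1470. In DESeq2 the calls rose from 12 to 136 (covariate added after seeing the data). Hepatocyte RNA may therefore contribute to the low number of calls, but these fits cannot tell how much. Another split of the mice gave 425 calls with the covariate. In simulated data a covariate raised DESeq2's calls of unchanged genes from 86 to 160, so the rise may also come from the fit itself. That covariate was unrelated to the simulated counts, so the size of its effect cannot be carried over to the real data.

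*Alox5ap* and *Ltc4s* had a mean log2 fold change of -0.80. It was -0.65 with an offset for transcript length and -0.77 with the hepatocyte covariate, both in edgeR. With the offset *Ltc4s* alone was at -0.52 and no longer had an unadjusted p-value under 0.05, so the length trend may account for part of its difference. Kupffer cell markers other than *Vsig4* had a mean of -0.35, and *Clec4f* among them was at -0.44 and fully separated, so that fewer Kupffer cells cannot be excluded as a part of the cause. Neither gene passed the adjustment over all genes, and both were lower in 3 of 3 *Lpcat3KO* Mac mice than in all WT mice. A lower expression of both in Kupffer cells of *Lpcat3KO* Mac mice is a hypothesis, found and tested on the same data.

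*Per1* was lower in *Lpcat3KO* Mac cells. Of 11 other clock genes, 1, *Cry1*, had an unadjusted p-value under 0.05 in edgeR, against 2.64% of all genes tested. *Cry1* was higher in every *Lpcat3KO* Mac mouse than in every WT mouse, with a log2 fold change of 0.95 (standard error 0.34). A difference in the time of day of collection could not be excluded. All 5 glucocorticoid targets examined were lower in *Lpcat3KO* Mac cells, by log2 fold changes from -2.31 for *Ddit4* to -0.07 for *Sgk1*, with a mean of -0.86. For *Ddit4*, *Zbtb16* and *Fkbp5* this rests on WT mouse 1, with *Ddit4* at 113, 5.51 and 8.42 CPM in WT mice 1 to 3 and 8.82, 11.9 and 4.91 CPM in *Lpcat3KO* Mac mice 1 to 3, while *Tsc22d3*, at -0.89, was fully separated. The mean log2 CPM of the list was 6.9, 4.44 and 4.53 in WT mice and 5.25, 5.49 and 4.43 in *Lpcat3KO* Mac mice, and thus did not follow *Per1*, which was higher in all WT mice. As a list the targets gave 0.499 in limma's fry test, a rotation test and not an exact one. *Mmp9* was lower, while neutrophil markers had a mean log2 fold change of 0.65. Of these, *S100a8*, *S100a9*, *Retnlg* and *Cxcr2* were higher, at genotype means of at most 1.97 CPM. *Csf3r*, at 122 CPM in WT and 109 CPM in *Lpcat3KO* Mac cells, was lower, at -0.17. The markers thus did not show fewer neutrophils as a set, but cannot exclude them as a part of the cause.

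Of 79 genes within 10 Mb of *Lyz2*, 6 (7.59%) had an unadjusted p-value under 0.05, against 2.61% of other genes (Fisher's exact test, two-sided, adjusted p = 0.0445 over 5 regions examined). DNA carried along with the Cre insertion from another strain could give such a pattern. The region around *Capn11*, which holds no targeted gene, had 11 of 147 genes (7.48%; Fisher's exact test, adjusted p = 0.00895), so the pattern cannot be told apart from one that arises without a targeted gene. The adjusted p-values were 0.641 around *Lpcat3*, 1 around *Adam23* and 0.31 around *Itgad* (Fisher's exact test), and neighboring genes are not independent.

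For the *Cyp4a* genes the paper reports on the whole liver, the F4/80-positive cells gave log2 fold changes of -1.52 for *Cyp4a12b* (standard error 1.61), -1.08 for *Cyp4a12a* (standard error 1.37) and 1.46 for *Cyp4a14* (standard error 1.26), each with an adjusted p-value of 1 in edgeR with Benjamini-Hochberg adjustment. *Cyp4a14* was at 59.8, 6.13 and 9.95 CPM in WT mice 1 to 3 and at 19.4, 167 and 22.7 CPM in *Lpcat3KO* Mac mice 1 to 3. It was thus highest in *Lpcat3KO* Mac mouse 2 and WT mouse 1, the libraries richest in hepatocyte transcripts. *Cyp4a12a* and *Cyp4a12b* were highest in WT mouse 1, at 56.1 and 8.22 CPM, but among *Lpcat3KO* Mac mice in mouse 1. Hepatocyte RNA may contribute to all 3, so these values cannot be read as levels in macrophages. *Cyp4a12a* and *Cyp4a12b* are close paralogs whose reads the counting could have split.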
